A study of Homo sapiens with 12 samples. Its data were reported in "Xenografted human iPSC-derived neurons with the familial Alzheimer’s disease APPV717I mutation reveal dysregulated transcriptome signatures linked to synaptic function and implicate LINGO2 as a disease signaling mediator" (2024).

How the data were processed

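The data were single-nucleus RNA-seq libraries of dissected grafts. Neural precursors had been differentiated from human induced pluripotent stem cells of the established line IMR90 clone 4, injected into the brains of immunodeficient NSG mice and collected 2 months later. The grafted cells were either the unedited line (Ctrl, 6 grafts) or 1 of 2 knock-in clones that carry the V717I change in 1 copy of the amyloid precursor protein gene APP (clone 1, 3 grafts; clone 2, 3 grafts). Each library holds nuclei of the human graft and of the mouse host. The graft was the replicate throughout, and nuclei were never treated as replicates. The 3 grafts of a clone share 1 editing event, so the 6 APP V717I grafts come from 2 clones and the 6 Ctrl grafts from 1 line.

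According to the methods, the authors aligned reads with Cell Ranger to a joint human (GRCh38) and mouse (mm10) reference, removed background RNA with CellBender and kept nuclei within limits on UMIs and mitochondrial share. They removed clusters of mixed species, and in mouse cell types also clusters they took for doublets, before the files were made. No doublet caller was run here, so doublets among human nuclei were not examined. The deposited matrices hold raw UMI counts per gene and nucleus after that background removal, human genes for human nuclei and mouse genes for mouse nuclei. The other deposited columns that were used name the library, the cluster and the cell type of each nucleus and its UMI count. The human matrix had 34438 genes in 32835 nuclei and the mouse matrix had 29086 genes in 38160 nuclei, and all of these nuclei were kept. In all 32835 human nuclei the matrix total equalled the UMI count listed for the nucleus. In the mouse files the totals were equal in 6331 nuclei, and the listed count was higher by up to 3001 UMIs in the others.

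The cell types were those of the authors: neurons and astrocytes in the graft, and GABAergic neurons, glutamatergic neurons, astrocytes, oligodendrocytes, oligodendrocyte precursors (OPC), microglia and endothelia in the host. UMI counts were summed per graft and cell type, and a sum was kept when it rested on at least 20 nuclei. Ctrl replicate 1 had 1 human astrocyte and was left out of the astrocyte comparison. The authors' 30 clusters of human neurons carry no transmitter name in the files. A cluster was called GABAergic-like or glutamatergic-like when the summed CPM of the markers of 1 class (GAD1, GAD2 and SLC32A1, or SLC17A6, SLC17A7 and SLC17A8) was at least 2 times that of the other and 3 markers of that class were detected. The markers were fixed before the data were examined and the threshold was set afterwards. It named 9 clusters GABAergic-like (8558 nuclei), 10 glutamatergic-like (15099 nuclei) and left 11 unnamed (5459 nuclei).

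Sums were tested with edgeR 4.0.16 in R 4.3.3 by the quasi-likelihood test, with TMM scaling, the default expression filter by condition and Benjamini-Hochberg adjustment over all tested genes. A gene was called changed at an adjusted p below 0.05. The methods tested single nuclei instead. Standard errors are the absolute log2 fold change divided by the square root of F. CPM values use TMM-scaled library sizes, except where ribosomal protein genes are described, where they use plain totals. Shares of nuclei were compared by exact two-sided permutation tests over all 924 assignments of the 12 grafts, whose smallest possible p is 0.00216. Intervals of a single share are 95.0% Wilson intervals and cover counting error only. Gene sets were tested with camera at its preset correlation of 0.01 and with fry in limma 3.58.1. The response of both neuron classes was compared with an interaction term of condition and class, with the graft as block, over the 11 grafts that had 20 nuclei of each class. The agreement of the clones was set against 20 simulations of unchanged clones sharing the Ctrl grafts, drawn without a batch effect. Gene positions were taken by symbol from GENCODE and RefSeq annotations of GRCh38. A position was found for 76.2% of the genes tested in human neurons and for 99.8% of those not named after a genomic clone.

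The numbering of libraries in the methods divides them into 2 sequencing batches: Ctrl replicates 1 and 2 with clone 1, and Ctrl replicates 3 to 6 with clone 2. The files themselves give no batch, and the design fixed before the data were examined used a batch term only if they did, so the models had none. Batch was added afterwards as an alternative, and values within each batch are given beside the pooled ones. Clone and batch coincide among the APP V717I grafts, so a difference between the clones can be told from batch only through the Ctrl grafts that both batches hold.

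The genes to name were fixed before the data were examined. They were the 5 genes with the largest fold change in each direction among those called, with the same sign in both clones and a mean log2 CPM of at least 5. A fixed list of 23 genes that the study followed up was added, 12 stated as higher in grafted neurons, 8 as lower and 3 entered without a direction for the grafts, as was XIST. The value of 1 gene of the list is not reported here, and counts over the list include it. The comparisons, the tests, the 6 gene families and the chromosome test were fixed at the same time. Alternatives fixed then were DESeq2 1.42.0, no expression filter, limma-voom, counts thinned to the smallest library, each batch or clone alone, a minimum log2 fold change of 0.15, the replicate number as a block, and leaving out each graft in turn. Alternatives chosen after seeing the data were the batch term, the share of ribosomal protein UMIs as a covariate, Ctrl grafts of the same batch for each clone, single batches or clones for the shares and the gene families, other namings of neuron clusters, and neuron classes thinned to equal totals. Model results were also computed for 100 of the 462 ways to divide the 12 grafts into equal groups. For the agreement of the clones, 100 divisions into groups of 6, 3 and 3 grafts were used instead.

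The models were tested on simulated counts with 200 changed genes. The planted log2 fold changes were 1 or 2 in size, in genes above a minimum expression, and no batch effect was simulated. Recovery of smaller changes, of genes with little RNA or under batch effects was not measured. The edgeR test recovered 79.5% of the changed genes in human neurons, 60.0% in human astrocytes, 79.5% in mouse neurons, 74.5% in mouse astrocytes and 51.5% for the interaction. The share of false calls in the same order was 3.05%, 6.98%, 3.05%, 3.25% and 2.83% for edgeR. For the first 4 it was 12.1%, 7.03%, 8.05% and 4.49% with DESeq2 and 4.82%, 5.08%, 10.6% and 1.99% with limma-voom, so several exceeded the threshold of 5%. In a simulation of 20 gene sets of which 1 was shifted, camera called 0 of the others and fry called 6. No pair of replicates was a duplicate: the smallest chi-square per degree of freedom between 2 grafts of a group was 1.29. Data handling used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. Positions of genes named after genomic clones were not analysed here.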

Results

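Human grafts and the mouse tissue around them were profiled by single-nucleus RNA-seq 2 months after injection. There were 6 Ctrl grafts, 3 grafts of APP V717I clone 1 and 3 of clone 2. The human nuclei numbered 32835, of which 17136 came from Ctrl grafts (14749 neurons and 2387 astrocytes) and 15699 from APP V717I grafts (14367 neurons and 1332 astrocytes). The mouse nuclei numbered 38160, with 15916 in Ctrl and 22244 in APP V717I libraries. The depth differed widely between grafts. Human neurons per graft ranged from 35 to 5077 and their summed UMIs from 152310 to 24124979. Mouse nuclei per graft ranged from 473 to 5992 and their UMIs from 1851182 to 34644766. Median UMIs per human nucleus lay between 3647 and 6007.5 per graft.

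Summed over human neurons, the Ctrl replicates 1 to 6 had 152310, 4025742, 23028013, 17396038, 20522794 and 18016349 UMIs. Replicates 1 to 3 had 5081492, 7261645 and 3099096 UMIs in clone 1, and 18055819, 24124979 and 15099001 UMIs in clone 2. Ctrl replicate 1 had 36 human nuclei in all, 35 neurons and 1 astrocyte, so its values carry little weight. Summed over all mouse nuclei, the Ctrl replicates 1 to 6 had 33513688, 29921103, 7479322, 4203388, 9446104 and 1851182 UMIs. The corresponding totals were 34644766, 30104428 and 32758986 UMIs in clone 1, and 12622453, 10882208 and 3867440 UMIs in clone 2.

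The first question was whether the composition of the grafts differed. Neurons made up 88.3% ± 5.01 (SD, n = 6) of human nuclei in Ctrl grafts and 91.6% ± 2.13 (SD, n = 6) in APP V717I grafts. The difference of 3.29 percentage points was within the spread of the grafts (exact permutation test, two-sided p = 0.169). Ctrl replicate 1 counted against it with a neuron share of 97.2% (Wilson interval 85.8% to 99.5%), and without that graft the difference was 5.08 percentage points (exact permutation p = 0.0130). Within batches the mean difference was 1.92 percentage points (exact permutation p = 0.374). In batch 1 alone the difference was -2.36 (exact permutation p = 0.600, 2 Ctrl and 3 APP V717I grafts, smallest possible p 0.100). In batch 2 alone they were higher by 6.20 (exact permutation p = 0.0286, 4 and 3 grafts).

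Among human neurons in clusters with a transmitter name, GABAergic-like neurons made up 20.3% ± 8.23 (SD, n = 6) in Ctrl and 46.8% ± 5.59 (SD, n = 6) in APP V717I grafts. The exact permutation p was 0.00216, the smallest that the design allows, and the lowest APP V717I graft (39.7%) lay above the highest Ctrl graft (27.1%). Within batches the mean difference was 29.0 percentage points (exact permutation p = 0.00286). In batch 1 alone it was 33.9 (exact permutation p = 0.100, the smallest that 2 against 3 grafts can give) and in batch 2 alone 24.0 (exact permutation p = 0.0286). Naming every cluster by its larger marker sum gave 31.4% and 48.3% (exact permutation p = 0.00866). Naming each nucleus by its own marker UMIs gave a difference of 19.5 percentage points (exact permutation p = 0.00649). The share of human neurons in unnamed clusters was 14.4% ± 2.91 (SD, n = 6) in Ctrl and 24.1% ± 4.83 (SD, n = 6) in APP V717I grafts (exact permutation p = 0.00216). The clusters themselves divided by genotype, which limits what their sizes show. Of the 24 neuron clusters with at least 100 nuclei, 13 came to at least 90% from APP V717I grafts and 5 to at least 90% from Ctrl grafts.

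Human nuclei made up 53.3% ± 36.6 (SD, n = 6) of all nuclei in Ctrl and 42.3% ± 30.0 (SD, n = 6) in APP V717I libraries (exact permutation p = 0.569). This share followed batch, from 0.685% to 22.1% in the grafts of batch 1 and from 58.4% to 85.9% in batch 2. Within batches the mean difference was 0.558 percentage points (exact permutation p = 0.914). None of the 7 host cell types differed in its share of mouse nuclei, with a lowest adjusted exact permutation p of 0.629 over the 7 types. GABAergic neurons were the largest host type, with a mean of 48.6% (14.8% to 83.8%) in Ctrl and 64.9% (42.1% to 81.6%) in APP V717I libraries.

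**Figure D1:**
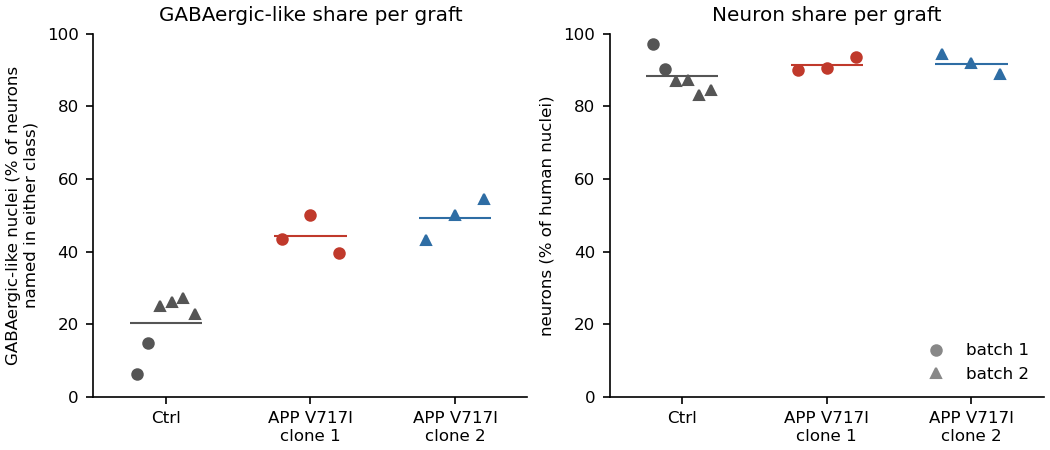
GABAergic-like share of neurons in named clusters and neuron share of human nuclei per graft in percent, by group and batch, with a line at the mean of each group. The GABAergic-like share is 39.7% or higher in every APP V717I graft and 27.1% or lower in every Ctrl graft.

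The central comparison asked which genes differed between APP V717I and Ctrl neurons of the graft. By edgeR, 1491 of 22454 tested genes were called changed, 893 higher and 598 lower in APP V717I neurons. Of these, 644 had a log2 fold change above 1 in size, and 4634 genes had an unadjusted p below 0.05. DESeq2 called 1582 genes, and a minimum log2 fold change of 0.15 left all 1491 edgeR calls. Limma-voom called 2962 genes, and thinning every library to the 152310 UMIs of the smallest left 162 of 3711 genes that remained testable. Within batches, 1853 genes were called in batch 1 alone and 2591 in batch 2 alone. With batch as a term, 2476 genes were called, 1461 of them among the 1491. Single grafts also moved the count, which was 2250 without Ctrl replicate 1, 945 without Ctrl replicate 4 and 927 without Ctrl replicate 5.

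Among called genes with a mean log2 CPM of at least 5 and the same sign in both clones, the 5 with the largest increase were HS3ST4, AC090348.1, CSMD2, UNC13C and CHL1. HS3ST4 (GRCh38 chromosome 16, 25691959 to 26137685) had a log2 fold change of 7.97 (SE 0.30, edgeR adjusted p = 7.46e-09) and rose from 0.438 ± 0.311 CPM (SD, n = 6) to 143 ± 37.7 CPM (SD, n = 6). The log2 fold change was 7.51 (SE 0.47) for AC090348.1, 6.86 (SE 0.27) for CSMD2, 6.58 (SE 0.32) for UNC13C and 6.56 (SE 0.27) for CHL1. CHL1 lies at the start of chromosome 3 (196763 to 409417) and rose from 2.21 ± 1.67 to 226 ± 16.2 CPM (SD, n = 6 each). CSMD2 lies on chromosome 1 (33513998 to 34165842) and UNC13C on chromosome 15 (53978201 to 54628707). The 5 genes with the largest decrease were AC007091.1 with -7.21 (SE 0.29), LRMDA with -5.00 (SE 0.12), LINC00276 with -4.58 (SE 0.11), AGBL4 with -4.35 (SE 0.17) and AC005062.1 with -3.93 (SE 0.11). LINC00276, a long noncoding RNA gene on chromosome 2 (13710531 to 14400963), fell from 1188 ± 71.1 to 49.9 ± 7.94 CPM (SD, n = 6 each). LRMDA lies on chromosome 10 (75431624 to 76560168) and AGBL4 on chromosome 1 (48532854 to 50023954). All 10 genes had an edgeR adjusted p of at most 5.38e-07, and for each of them the 6 APP V717I grafts lay on one side of the 6 Ctrl grafts. Chance gives that for a share of 0.00216 of the assignments for a gene not chosen on these grafts, and these genes were chosen on them for large changes, so their separation is no further evidence.

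**Figure D2:**
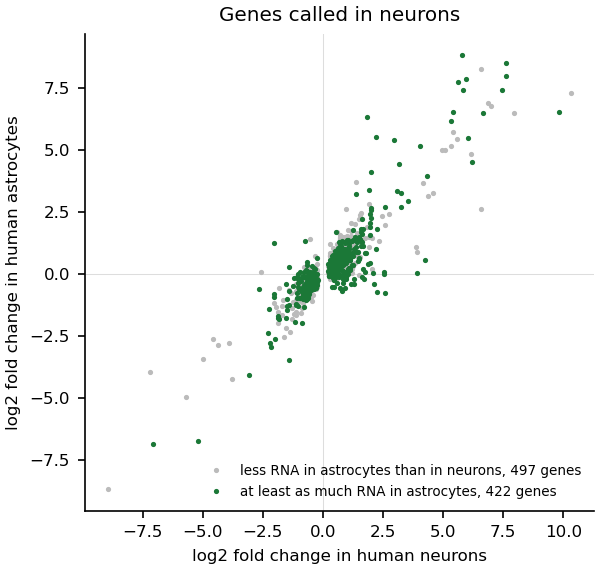
Log2 fold change of APP V717I against Ctrl in human astrocytes (vertical) against that in human neurons (horizontal), for genes called in neurons, with genes that have less RNA in astrocytes than in neurons drawn apart. The direction was the same in both cell types for 89.9% of the 919 genes tested in both.

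In astrocytes of the graft, with 5 Ctrl and 6 APP V717I grafts, edgeR called 343 of 13153 genes, 263 higher and 80 lower (1762 at an unadjusted p below 0.05). DESeq2 called 580 and batch 2 alone 655. Batch 1 alone held 1 Ctrl graft with enough astrocytes and was not fitted. The count was 224 without Ctrl replicate 5. By the same rule, the largest increases were those of CHL1 with a log2 fold change of 8.27 (SE 0.26), FPGT with 7.98 (SE 0.44), SHISA6 with 7.86 (SE 0.47), CYP7B1 with 7.74 (SE 0.44) and CSMD2 with 6.88 (SE 0.29). The largest decreases were those of RUBCNL with -4.07 (SE 0.25), ZSCAN5A with -4.06 (SE 0.75), AC007091.1 with -3.97 (SE 0.34), LRMDA with -3.43 (SE 0.24) and AC027251.1 with -2.95 (SE 0.47). The highest edgeR adjusted p among them was that of ZSCAN5A at 0.0102. ZSCAN5A averaged 11.1 ± 9.76 CPM (SD, n = 3) in clone 1 and 0.260 ± 0.450 CPM (SD, n = 3) in clone 2, against 61.8 ± 9.48 CPM (SD, n = 5) in Ctrl. For all 10 genes, chosen in the same way, every APP V717I graft lay beyond every Ctrl graft. Over the 13011 genes tested in both cell types, the fold changes of neurons and astrocytes had a Pearson r of 0.729 and a Spearman rho of 0.538. That correlation is across genes, which are not independent replicates, and both cell types came from the same grafts. Of the genes called in neurons, 215 were also called in astrocytes with the same sign.

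The study followed up single genes, and these were looked up as a list fixed before the data were examined. The targeted gene APP had 381 ± 31.9 CPM (SD, n = 6) in Ctrl and 409 ± 39.9 CPM (SD, n = 6) in APP V717I neurons, a log2 fold change of 0.11 (SE 0.08, edgeR adjusted p = 0.509, higher than the Ctrl mean in both clone means). The count files cannot show the single-base change itself. Of the 20 genes with a direction stated for the grafts, 18 were called in that direction over all genes tested, 12 higher and 6 lower. Adjusted over the list alone the count was also 18. The study chose the list on these same samples, so neither count is independent evidence.

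The synaptic genes of the list rose by different amounts. LINGO2 (chromosome 9, 27937617 to 29213601) had a log2 fold change of 1.41 (SE 0.21, edgeR adjusted p = 0.00121), with 1.00 in clone 1 and 1.70 in clone 2, and rose from 313 ± 81.2 to 846 ± 235 CPM (SD, n = 6 each). The larger increases were NRG3 with 4.17 (SE 0.17), GRM7 with 3.89 (SE 0.26) and RBFOX1 with 2.45 (SE 0.15). DPP10 had 1.90, PCDH11X 1.32, GABRA2 1.09, SYN1 1.04, IL1RAPL1 0.93 and PLCXD3 0.83. Clone 1 alone gave PLCXD3 0.45 (edgeR adjusted p = 0.0616), which was not called, and over its alternatives the adjusted p of PLCXD3 ran from 0.000179 by DESeq2 to 0.204 in batch 1 alone. KHDRBS2 had a log2 fold change of 5.05 (SE 1.26, edgeR adjusted p = 0.0312) that came from 1 clone. It averaged 246 ± 2.24 CPM (SD, n = 3) in clone 1, 3.22 ± 0.432 CPM (SD, n = 3) in clone 2 and 3.13 ± 1.61 CPM (SD, n = 6) in Ctrl, and its fold change in clone 2 was -0.19. Leaving out any 1 of Ctrl replicates 2 to 6 or of the clone 1 grafts moved its edgeR adjusted p to between 0.0507 and 0.0806. Over its alternatives the adjusted p ran from 1.08e-42 in batch 1 alone to 0.757 in clone 2 alone.

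Among the genes stated as lower, ZNF680 had -1.89, EBF2 -1.71, ZNF248 -1.31, ZNF793 -1.13, EBF1 -0.97 and ZNF429 -0.61. In clone 1 alone neither EBF1 (-0.61) nor ZNF429 (-0.49) was called. Over their alternatives the adjusted p ran from 1.37e-14 to 0.116 for EBF1 and from 3.88e-06 to 0.538 for ZNF429. MAP1LC3A was lower in the mean but not called (edgeR adjusted p = 0.414). It averaged 45.1 ± 4.30 CPM (SD, n = 3) in clone 1 and 7.98 ± 0.807 CPM (SD, n = 3) in clone 2, against 53.8 ± 27.6 CPM (SD, n = 6) in Ctrl. Ctrl replicate 3 had 7.90 CPM, within the range of the clone 2 grafts (7.07 to 8.62), and the other Ctrl grafts had 47.6 to 90.8 CPM. With batch as a term the fold change of MAP1LC3A was -1.79 (edgeR adjusted p = 0.0242). Over its alternatives the adjusted p ran from 4.32e-10 in batch 1 alone to 0.891 in clone 1 alone. TCEAL2 failed the expression filter and was not tested. It had 70.1, 78.4, 0.123, 15.1, 89.7 and 65.1 CPM in Ctrl replicates 1 to 6, 0.199 CPM (1 UMI) in clone 1 replicate 1 and no UMI in the other 5 APP V717I grafts. LINGO1 (-0.06, SE 0.15, edgeR adjusted p = 0.909) and MAPT (0.15, SE 0.06, edgeR adjusted p = 0.152) were not called.

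**Figure D3:**
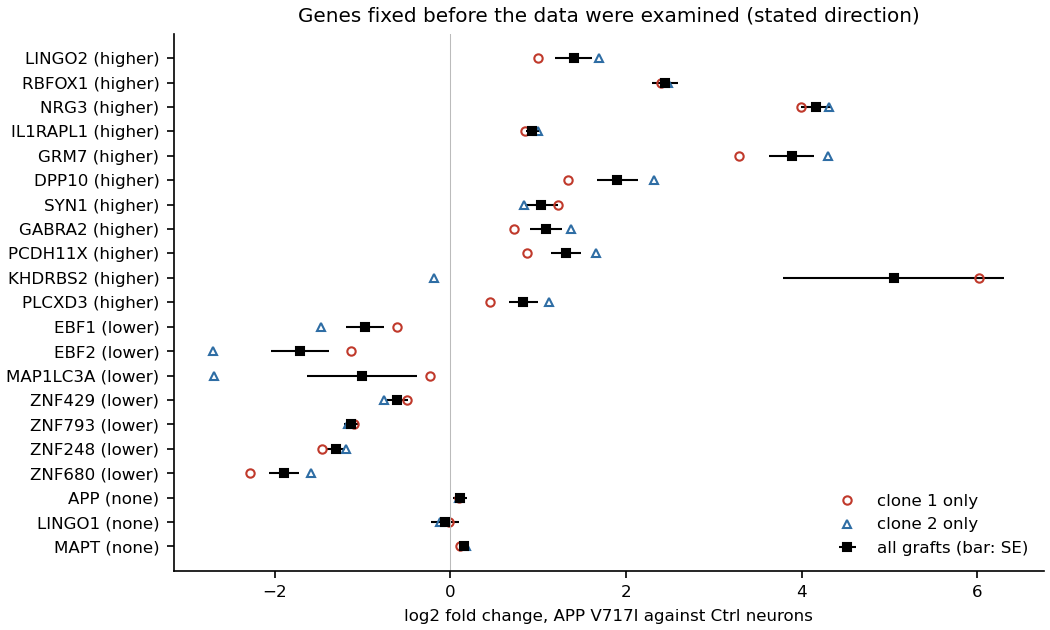
Log2 fold change in human neurons of tested genes of the fixed list with the standard error, with the value of each clone alone. The points of the clones lie on opposite sides of 0 for KHDRBS2 (6.02 and -0.19).

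The study combined the 2 clones, so their agreement was measured. Against the same 6 Ctrl grafts, the fold changes of the clones had a Pearson r of 0.064 and a Spearman rho of 0.306 across 20593 genes. Simulated unchanged clones that shared the Ctrl grafts gave a mean r of 0.347 (0.302 to 0.372). For the 6395 genes with a mean log2 CPM of at least 5, r was 0.448 against 0.407 (0.341 to 0.483) in the simulations. With batch as a term, r was 0.327 against -0.005 (at most 0.022) in the simulations. With each clone set against the Ctrl grafts of its own batch, so that no library was shared, r was 0.498 across 17984 genes. In that comparison, 768 of the 793 genes called in both clones changed in the same direction. Against all Ctrl grafts it was 511 of 519, with the Ctrl grafts shared by both clones. Genes are not independent replicates in these correlations. The clones were compared with each other with batch as a term, which called 74 genes in neurons and 7 in astrocytes, KHDRBS2 and EBF2 among the former.

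GABAergic-like and glutamatergic-like neurons were tested apart to ask whether both classes changed. In GABAergic-like neurons 1985 of 17125 genes were called (1088 higher, 897 lower), and in glutamatergic-like neurons 1280 of 19552 (729 higher, 551 lower). Of the 674 genes called in both, 667 had the same sign. The interaction of condition and class was called for 1333 of 19038 genes (742 with a more positive change in GABAergic-like and 591 in glutamatergic-like neurons, 3498 at an unadjusted p below 0.05). Without the expression filter it was called for 1888 of 33590 genes.

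Several genes of the list lie on chromosome X, so each chromosome was tested as a set. The 623 tested genes of chromosome X had a median log2 fold change of 0.32 against 0.04 for other genes, and 77.2% of them were higher in APP V717I neurons. Of these, 147 were called higher and 5 lower. Camera gave an adjusted p of 4.24e-16 over 23 chromosomes. The call held with an estimated correlation (adjusted p = 0.00672) and under fry (adjusted p = 3.48e-05). The median was 0.38 in clone 1, 0.22 in clone 2 and 0.25 with batch as a term. Per graft, the median deviation of 194 X-linked genes minus that of 5544 autosomal genes lay between -0.05 and 0.06 in the 6 Ctrl grafts and between 0.29 and 0.45 in the 6 APP V717I grafts. Chromosomes 11, 19 and 22 were lower by camera (adjusted p = 0.00112, 0.00112 and 0.0229), but not with an estimated correlation (0.628, 0.709 and 0.709), and under fry only chromosome 11 was (0.0493, 0.0687 and 0.0687). XIST (chromosome X, 73820649 to 73852723), the RNA that silences 1 X chromosome, had a log2 fold change of -0.64 (SE 0.44, edgeR adjusted p = 0.467). It lay between 0.509 and 1.90 CPM in Ctrl replicates 2 to 6 and between 0.398 and 1.32 CPM in APP V717I grafts. Ctrl replicate 1 had 17.5 CPM, which rests on 3 UMIs.

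**Figure D4:**
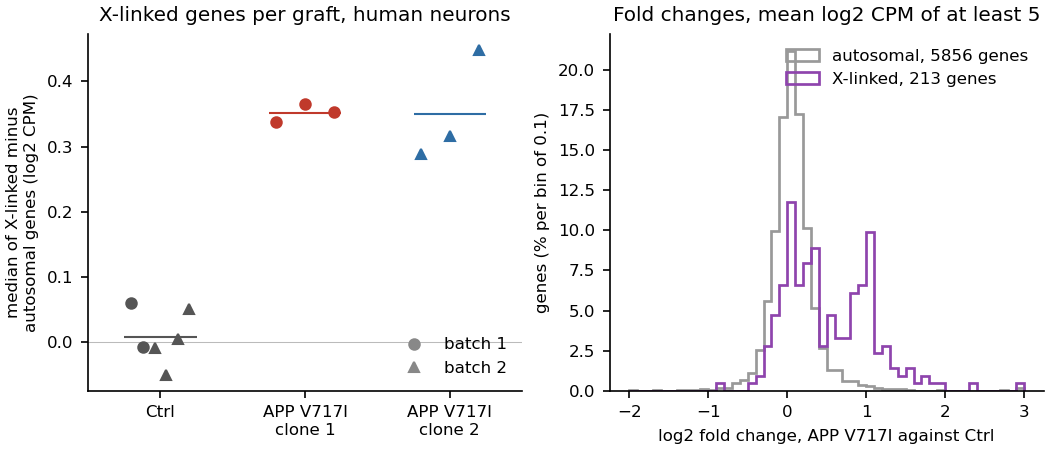
Median deviation of X-linked genes minus that of autosomal genes per graft (log2 units, marked by batch), and the distribution of log2 fold changes of X-linked and autosomal genes with a mean log2 CPM of at least 5 in human neurons. The 6 APP V717I grafts lie between 0.29 and 0.45 and the 6 Ctrl grafts between -0.05 and 0.06.

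Of the 6 gene families defined by symbol, camera called 1, the 478 zinc finger genes named ZNF, which were lower with a mean log2 fold change of -0.10 (adjusted p = 0.00825, with 43 called lower and 11 higher). That call held under fry (adjusted p = 0.00877), which adds little, since fry called 6 unshifted sets in the simulation. An estimated correlation was not used for the families. Fry also called glutamate receptors (27 genes, mean 0.28, fry adjusted p = 0.0147, camera 0.0775), GABA receptors (14 genes, mean 0.47, fry 2.37e-05, camera 0.109) and the protocadherins and cadherins (77 genes, mean 0.19, fry 0.0142, camera 0.196). With batch as a term camera called 3 of the families. The median of the GABA receptors was -0.03, opposite in sign to their mean and test. Voltage-gated calcium channels had a median of 0.07, a mean of -0.03 and a test direction of higher (camera adjusted p = 0.970). The axon guidance genes were not called (camera adjusted p = 0.904, fry 0.182).

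The host was examined to ask whether mouse cells next to APP V717I grafts differed from those next to Ctrl grafts. In mouse neurons, edgeR called 0 of 15840 genes (333 at an unadjusted p below 0.05), and DESeq2 called 0 (365 at an unadjusted p below 0.05). Within batches, edgeR called 0 genes in batch 1 alone (502 unadjusted) and 0 in batch 2 alone (411 unadjusted), and 0 with batch as a term (522 unadjusted). Divided by transmitter, edgeR called 0 genes in GABAergic (483 unadjusted) and 0 in glutamatergic host neurons (816 unadjusted). The count was also 0 by edgeR in host astrocytes (8111 tested, 260 unadjusted), oligodendrocytes (4336 tested, 94 unadjusted), OPC (5983 tested, 260 unadjusted), microglia (2680 tested, 178 unadjusted, 2 Ctrl and 4 APP V717I libraries) and endothelia (3594 tested, 210 unadjusted, 2 Ctrl and 3 APP V717I libraries). DESeq2 called 2 genes in host astrocytes (8030451A03Rik and Gm47283, both lower), 4 in endothelia (Camk2n1, Baiap2, Phactr1 and Pcp4, all lower) and 0 in the other 3 types, and these genes were picked out after their values were seen. Endothelia had enough nuclei in Ctrl replicates 1 (batch 1) and 5 (batch 2) and in the 3 clone 2 grafts (batch 2). Without Ctrl replicate 5, 1 Ctrl library is left and genotype coincides with batch, so no count of that fit is given. Microglia and endothelia rest on 2 Ctrl libraries each and were not part of the simulations. Their 0 calls by edgeR therefore do not show that no gene differs. Oligodendrocytes and OPC were not simulated either. For mouse neurons and astrocytes, the simulations covered only large changes without batch effects, so 0 calls do not exclude smaller differences there. Across 11372 genes matched by symbol, the fold changes in mouse and human neurons had a Pearson r of -0.066 and a Spearman rho of 0.023, and 0.143 was the Pearson r with batch as a term. Genes are not independent replicates there either.

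The libraries also differed in cytosolic RNA, and in human neurons the 5 grafts of batch 1 lay above the 7 grafts of batch 2. Ribosomal protein genes took 5213, 7128, 59.4, 327, 1487 and 1830 CPM in human neurons of Ctrl replicates 1 to 6, 6922 to 7992 in clone 1, and 435, 217 and 290.0 in clone 2. In Ctrl replicate 3, 69 of the 82 ribosomal protein genes had no UMI, and ACTB had 0 CPM. In mouse neurons the batches overlapped, with 260.1 to 943 CPM of ribosomal protein genes in batch 1 and 103 to 3351 CPM in batch 2. With the ribosomal share of each library as a covariate, 2506 genes were called in human neurons, which included 1488 of the 1491.

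**Figure D5:**
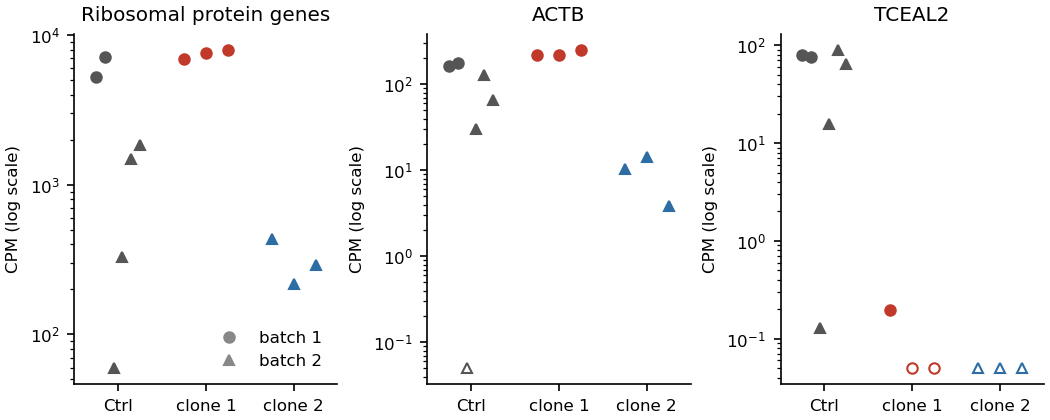
CPM (log axis) of ribosomal protein genes together, of ACTB and of TCEAL2 in human neurons per graft, by group, with batch as the marker and open markers for grafts without a UMI, drawn at a fixed low value. For ribosomal protein genes Ctrl replicate 3 is lowest with 59.4, and the 3 clone 1 grafts lie between 6922 and 7992.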

Values the study reported

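The study reported 15,699 human nuclei from APP V717I grafts, of which 14,367 were neurons and 1332 astrocytes. For Ctrl grafts it reported 20,497 human nuclei, with 17,928 neurons and 2569 astrocytes. In grafted human neurons, tested on single nuclei, it described 387 genes as upregulated in APP V717I. In mouse neurons next to the grafts it described 65 genes as upregulated and 142 as downregulated.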

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

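In this part, the count of values far from their group on Ctrl replicate 1, the relation of unassigned UMIs to the human share and the thinning of the neuron classes were tests chosen only after the results were seen.

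Some values of single grafts lay far from the others of their group. Among 116 groups of 5 or 6 grafts examined, 15 values stood apart by Dixon's criterion, where chance flags about 1 in 20 groups, or 5.8 of these. Of these, 6 were on Ctrl replicate 1, the graft with 35 human neurons. They were LINGO2 with 158 CPM (the other Ctrl grafts 289 to 367), DPP10 with 613 CPM (314 to 415), SYN1 with 58.4 CPM (24.6 to 34.6), KHDRBS2 with 0 CPM (3.05 to 4.58), XIST with 17.5 CPM (0.509 to 1.90) and an unnamed share of 8.57% (14.5% to 16.1%). The number of nuclei is a candidate explanation for this grouping of 6 values on 1 of 6 Ctrl grafts. Its XIST value rests on 3 UMIs, its KHDRBS2 value on none and its unnamed share on 3 neurons. No biological explanation was tested for a single graft.

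Further single values were in other grafts. PCDH11X and APP were low in neurons of Ctrl replicate 3, with 145 CPM (the other Ctrl grafts 169 to 177) and 321 CPM (378 to 409). LRMDA was low in astrocytes of Ctrl replicate 2, with 243 CPM (434 to 478). TCEAL2 had 0.199 CPM in clone 1 replicate 1, which is 1 UMI against none in the other 5 APP V717I grafts. The unnamed share was 33.6% in clone 1 replicate 3 (20.6% to 23.5%), the APP V717I graft with the fewest neurons. In Ctrl replicate 6, with 473 mouse nuclei, OPC made up 12.1% of them (3.20% to 5.89%) and microglia 13.7% (0.134% to 1.81%). Its host neurons numbered 71, so the shares of the other types rise together there. None of these values was tied to a group of the design, and no biological explanation was tested for them.

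The UMI counts listed for mouse nuclei exceed the totals of the mouse matrix, by 6441 per 1e+06 UMIs in Ctrl replicate 6 (the other Ctrl grafts 293 to 1132) and by 2807 in clone 2 replicate 3 (352 to 658). The groups did not differ (1609 in Ctrl and 887 in APP V717I libraries, n = 6 each, exact permutation p = 0.580). Human RNA counted in mouse nuclei is a candidate explanation, since the reference was joint and both grafts were rich in human nuclei (85.9% and 80.9%). The 2 batches form separate clusters in the human share, so no pooled correlation is given. In the 7 grafts of batch 2, Pearson's r was 0.736 (exact permutation p = 0.0266) and Spearman's rho was 0.679 (exact permutation p = 0.110). As a check of that r, it was 0.693 without the 2 of these grafts farthest from their median human share. The 5 grafts of batch 1 are too few for a correlation, and their values go the other way: Ctrl replicate 1, with a human share of 0.685%, had 435 per 1e+06 UMIs, more than Ctrl replicate 3 (71.8%, 293) and clone 2 replicate 2 (66.7%, 352). According to the methods, human gene rows were taken out of the counts of mouse nuclei. That would leave such a surplus if the listed counts were made before this step, which is not stated. The methods describe the same removal of mouse rows for human nuclei, whose listed counts equal the matrix totals. Human RNA and another cause of the surplus cannot be told apart here, because the files do not name the genes of these UMIs and 7 grafts are few.

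The response to genotype differed between the neuron classes, with an interaction of condition and class called for 1333 genes by edgeR. Of 100 divisions of the grafts, 1, the real one, gave as many genes, and the largest count of the others was 732, which argues against chance although other divisions also gave calls. A difference in depth between the classes is argued against as the whole cause by the 1142 genes that were called with both classes of each graft thinned to the same total. What stays open is the makeup of each class. The clusters divided by genotype, so GABAergic-like neurons of Ctrl and APP V717I grafts came largely from different clusters, and a shift of subtypes within a class and a class-specific effect of V717I were not separated.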

How the results depend on the processing

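The batch term, the ribosomal share as a covariate, own-batch Ctrl grafts for each clone, single batches or clones for the shares and families, other cluster namings and thinned neuron classes were chosen after the results were seen, as were limma-voom, thinning and single batches for the fixed list. Settings fixed beforehand that could not be run were batch 1 alone for astrocytes, which left 1 Ctrl graft, and dropping a batch term, since the models had none. A minimum log2 fold change of 0.15 removed no call in human neurons, human astrocytes or mouse neurons. Unless a reason is given, the cause of a change was not tested.

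For human neurons (1491 genes), the count rose to 2476 with the batch term, 2591 in batch 2 alone, 2962 with limma-voom and 2506 with the ribosomal covariate. It fell to 843 in clone 1 alone, to 499 for clone 1 with the batch term (2480 for clone 2), and to 162 with counts thinned to the smallest library, where fewer genes were left to test. Leaving out single grafts gave 927 (without Ctrl replicate 5) to 2250 (without Ctrl replicate 1). DESeq2 (1582), no filter (1349), batch 1 alone (1853) and clone 2 alone (1817) stayed within 1.5 times of the main count. For human astrocytes (343 genes), the count was 580 with DESeq2, 609 with the batch term, 655 in batch 2 alone, 551 with limma-voom, 607 in clone 2 alone, 574 with the ribosomal covariate and 113 after thinning. With the batch term it was 71 for clone 1 and 603 for clone 2. Leaving out single grafts gave 224 (without Ctrl replicate 5) to 389 (without clone 1 replicate 3).

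For mouse neurons the count was 0 under every alternative run. DESeq2 called 2 genes in mouse astrocytes and 4 in mouse endothelia, where the batch term gave 5. Leaving out any 1 of the 3 clone 2 grafts gave 0 genes in mouse endothelia. Leaving out either Ctrl library leaves 1 Ctrl library, so no count of those fits is given. Without Ctrl replicate 5, genotype also coincides with batch. Ctrl replicate 1 is of batch 1 and the 3 clone 2 grafts are of batch 2.

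The same replicate numbers occur in Ctrl and in both clones, and the replicate number was fitted as a block. The numbers did not pair the grafts. Deviations of grafts with the same number correlated between -0.199 and 0.229 in human neurons, with 2 of 9 pairs over 0.1, between -0.312 and 0.001 in human astrocytes, with 0 of 7, and between -0.601 and 0.415 in mouse neurons, with 5 of 9. With the replicate block 176 genes were called in human neurons, 12 in human astrocytes, 0 in mouse neurons and 7 of the fixed list. That fit spends degrees of freedom on numbers that carry no pairing.

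The fixed list count (18) became 11 after thinning, where 15 of the 23 genes were tested, and 14 for clone 1 with the batch term. Apart from the replicate block it stayed between 15 and 19 under the other alternatives. KHDRBS2 reversed to -0.29 in batch 2 alone and to -0.19 in clone 2 alone. LINGO1, which was never called, ran from -0.15 to 0.060 when single grafts were left out. The named genes gave 956 values under alternatives, of which 915 kept their direction and their side of the threshold, 34 fell short of it, 4 newly passed it and 3 reversed. Of the 34, 15 arose under the replicate block and 8 were KHDRBS2 with 1 graft left out.

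The X-linked median kept its direction and its call under every alternative run. Leaving out single grafts moved it between 0.28 (without Ctrl replicate 3) and 0.36 (without Ctrl replicate 2), with a highest camera adjusted p of 8.06e-14. The number of gene families called (1) was 4 with fry, 3 with the batch term, 2 in clone 1 alone and 3 in clone 2 alone. The correlation of the clones rose from 0.064 to 0.327 with the batch term, to 0.498 with own-batch Ctrl grafts and to 0.742 for own-batch Ctrl grafts and genes with a mean log2 CPM of at least 5. The host and graft correlation reversed to 0.143 with the batch term.

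The neuron share difference (3.29 percentage points) reversed to -2.36 in batch 1 alone and was 6.20 in batch 2 alone. It ran from 2.28 (without Ctrl replicate 5) to 5.08 (without Ctrl replicate 1). The GABAergic-like share difference was 33.9 in batch 1 alone, where no p below 0.100 was possible, and 23.7 to 27.9 with single grafts left out. The difference in the human share of nuclei reversed from -11.0 to 0.558 within batches, to 8.90 in batch 1 alone and to 15.4 in clone 2 alone.

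No share of a host type was called under any alternative, and several differences changed sign. In batch 1 alone they reversed to 1.52 for astrocytes, 1.24 for oligodendrocytes and 0.354 for microglia. In clone 2 alone they reversed to 1.88 for astrocytes, 0.328 for OPC and 0.309 for endothelia. Leaving out single grafts gave -9.82 to 0.343 for glutamatergic neurons, -6.19 to 0.0537 for astrocytes, -1.67 to 0.0950 for OPC, -2.42 to 0.300 for microglia and -0.737 to 0.0492 for endothelia. For UMIs outside the mouse matrix, the difference per 1e+06 UMIs reversed to 77.0 in batch 1 alone and ran from -1106 to 244 with single grafts left out. The upper end came without Ctrl replicate 6 for the last 4 types and for these UMIs, and without Ctrl replicate 1 for glutamatergic neurons.

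Depth limited the number of testable genes. After thinning to the smallest library, 3711 of 22454 genes remained testable in human neurons, and 7392 of 15840 in mouse neurons.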

Other observations

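In this part, the tests on ribosomal protein genes, TCEAL2, XIST, an extra X chromosome, X-linked genes active on both copies, genes called in both clones, neuronal RNA in astrocyte nuclei and neighbouring autosomal genes were chosen only after the results were seen, as were the ribosomal covariate and the own-batch Ctrl grafts.

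The number of genes called higher in human neurons was 893 here. That is higher than the value quoted from the study above. The study tested single nuclei over the most variable genes only and with a minimum fold change, so the 2 counts cover unlike sets of genes. The number of genes called in mouse neurons was 0 here, by edgeR and by DESeq2, with 333 and 365 at an unadjusted p below 0.05. That is lower than the values quoted from the study above. The files hold 17136 human nuclei of Ctrl grafts and 15699 of APP V717I grafts. The first number is lower than the one quoted from the study above, and the reason is not visible in the files.

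Each model result was set against 100 divisions of the 12 grafts, the real one included. A result as large was given by 1 division, the real one, for human neurons (largest other count 5), human astrocytes (55), the X-linked genes and the genes called in the same direction in both clones (511, largest other 47), which argues against chance as their source. For the fixed list it was also 1 division (18 genes, largest other 0), but the study chose the list on these grafts, so that comparison says nothing about chance. For the X-linked genes the smallest camera p of another division was 4.85e-15, against 1.84e-17 for the real one, so a small camera p alone excludes little. A result as large was given by 42 divisions for the gene families and 63 for the correlation of host and graft, so a chance division of the grafts remains open for those. For the correlation of the clones over all genes it was 78, among divisions with the group sizes of Ctrl and the clones. These did not keep each group within 1 batch, as the real clones are, so that rank cannot tell chance from the batch layout. For mouse neurons, astrocytes, oligodendrocytes and OPC the real count was 0, so all 100 divisions gave as many by construction and the comparison says nothing. Simulated unchanged clones that shared the Ctrl grafts had a mean r of 0.347, so the sharing alone raises the correlation of the clones. Without shared libraries it was 0.498, which argues against the shared Ctrl grafts as its whole source.

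Several technical or indirect explanations for the 1491 genes of human neurons were tested. Sequencing batch is argued against as the whole cause by the 2591 genes called within batch 2. With the ribosomal share as covariate, 99.8% of the 1491 genes were kept, but this does not decide about differences in background removal. That share followed batch and overlapped between the genotypes, so adjusting for it could hardly change a genotype effect. A single value per library also cannot follow a removal that differs from gene to gene. A different mix of neuron classes is argued against by the 96.9% of 1189 genes that changed in the same direction within GABAergic-like and within glutamatergic-like neurons, although finer subtypes were not separated. The dosage of X-linked genes covers part of the calls only, since 13.8% of the called genes of known position lie on X. The gain or loss of a whole autosome in a clone is argued against by the largest shift of an autosomal median in either clone, -0.17 for chromosome 19 in clone 2, where the loss of a copy would give -1 and a gain 0.58.

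Many changes were shared by neurons and astrocytes. Of the 422 genes called in neurons that had at least as much RNA in astrocytes, 86.0% had the same sign there. Neuronal RNA in astrocyte nuclei would also give shared signs. Its share can be bounded by abundant neuronal RNAs, whose lowest 5% lay below 0.190 of the neuron level in Ctrl and 0.215 in APP V717I astrocytes. The change in CPM of the 342 genes called in astrocytes and tested in both had a lower quartile of 0.369 and a median of 0.631 of the neuron level. That argues against neuronal RNA as the whole source of the astrocyte calls, if it resembles the average of the neurons. A candidate explanation is a state of the cell line that both cell types carry. Effects shared by all nuclei of a graft stay open, since 13 of the 100 divisions gave a correlation over all genes as large as the real 0.729. The called genes also lay next to each other. Neighbouring genes called in the same direction formed 213 pairs, which is 3.42 times the mean of 1000 shuffles (62.2, maximum 83), and 2.47 times among protein-coding genes that do not overlap (117 against 47.3, maximum 68). The longest runs lay on chromosome X, with 11 and 7 genes, and belong to the X-linked shift described below. Among autosomal protein-coding genes that do not overlap, the pairs were 3.42 times the mean of shuffles (63 against 18.4, maximum 31). Chance order, overlapping genes and the shift of X-linked genes are therefore argued against as the whole source. Autosomal runs included CHL1, CNTN6, CNTN4 and IL5RA on chromosome 3 (196763 to 3126613), LRRIQ3, FPGT, TNNI3K and LRRC53 on chromosome 1 (74026015 to 74544428), and lower ZNF582, ZNF583, ZNF667, ZNF471 and ZFP28 on chromosome 19 (56375846 to 56556808). A regional state of chromatin that both clones share against the Ctrl line may contribute, which is a hypothesis found and examined on the same data, and the runs were not tested in each clone. The design holds 1 Ctrl line, so V717I and any other difference that both clones share against it change together. According to the methods, the knock-in clones also carry an inducible NGN2 construct, whose inducer doxycycline was left out during differentiation. The methods do not say whether the Ctrl line carries it, and its part in these changes was not tested. An effect of V717I itself stays among the open explanations.

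The X-linked genes were not shifted evenly. Among 213 X-linked genes with a mean log2 CPM of at least 5, 29.6% lay within 0.25 of a log2 fold change of 1, against 1.72% of 5856 autosomal genes, and 36.2% lay within 0.25 of 0, against 74.5%. An extra copy of X would move nearly all genes, so the 36.2% near 0 argue against it. Loss of XIST in the APP V717I grafts is argued against by its level in Ctrl, at most 1.90 CPM in replicates 2 to 6, which is near that of the APP V717I grafts (0.398 to 1.32 CPM). A change of neurons alone is argued against by astrocytes, where the X-linked genes near 1 in neurons had a median of 0.92. The genes near 1 were largely the same in both clones. The 52 genes near 1 in clone 1 against the Ctrl grafts of batch 1 had a median of 0.94 in clone 2 against those of batch 2, and 59.6% of them were near 1, while of the 80 genes near 0 in clone 1 1.25% were. These values are consistent with X-linked genes that are active on both copies in the APP V717I clones and on 1 copy in Ctrl, for part of the chromosome. The counts carry no allele, so this remains a hypothesis, and whether it arose with V717I or with the history of the lines was not tested.

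Cytosolic RNA of human neurons differed between libraries. In human neurons of Ctrl replicate 3, 69 ribosomal protein genes had no UMI. Scaling down the profile of Ctrl replicate 2, a graft of batch 1 with 4 such genes, would leave 5.08. That argues against cleaner nuclei with the same mix of RNA as in that graft. This bears on TCEAL2, which is near 0 in both clones. In clone 1, whose lowest ACTB value was 217 CPM against 164 and 177 CPM in the Ctrl grafts of the same batch, background removal is argued against as the cause of its loss. In clone 2 the removal of background and lower expression cannot be told apart, since TCEAL2 was at 0.130 CPM in Ctrl replicate 3, where ACTB was lost as well. The same limit applies to the low MAP1LC3A values of clone 2, since MAP1LC3A was as low in Ctrl replicate 3.

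For mouse neurons, edgeR called 0 genes (333 at an unadjusted p below 0.05; DESeq2 0), so no called pattern is left to explain. The correlation of host and graft fold changes, -0.066 across 11372 genes and 0.143 with the batch term, does not decide whether human RNA in mouse nuclei plays a part. A different mix of dissected host neurons may hide or create differences, and the 0 genes called by edgeR within GABAergic host neurons (483 at an unadjusted p below 0.05) do not decide this, because the files do not record where in the brain the host neurons of each graft lay.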
